A study of Mus musculus with 8 samples. Its data were reported in "Novel targets in renal fibrosis based on bioinformatic analysis" (2022).

How the data were processed

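Total RNA from mice of the unilateral ureteral obstruction model was sequenced. In this model the ureter of 1 kidney is tied off, so that urine backs up and the kidney scars. Per the study's methods the tissue was kidney, sequencing ran on an MGISEQ2000 instrument, and the controls were sham operated. The labels of the samples name the tissue as ureter and give a day for each sample. The labels put 4 libraries at day 0 (called Day0, replicates 1 to 4) and 3 libraries at day 7 (called Day7, replicates 7 to 9). The labels of 1 further library, U6, contradict each other: its title prefix is that of the Day7 libraries and its stated day is 0. It was therefore put in no group and entered no comparison. Its values are given as those of a single library. The study's methods give collection of the kidneys 7 days after surgery and name no earlier time for the controls. Day0 against Day7 is therefore read here as control against obstructed and not as a time course.

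The authors deposited 1 table of 19158 protein-coding genes with NCBI Gene identifiers, symbols, coordinates and annotation terms. For each library the authors deposited estimated read counts (expected counts, of which 31.0% to 34.3% per library were not whole numbers), FPKM (fragments scaled by transcript length and library total) and TPM (transcript shares scaled to a common total). The deposited TPM summed to between 999999.5 and 1000001.1 over the listed genes in each library. The authors also deposited a mean TPM for the obstructed set and, from their own DESeq2 comparison, a log2 fold change, a p-value and a q-value per gene. The aligner, the counting program, the strandedness and the genome build were not stated. Of the listed genes, 19101 were matched by identifier to RefSeq's gene table for GRCm38.p6, and 74.4% of those had the same chromosome, start and end there. Coordinates below are those of the deposited table. A further 24 columns of per-library values belong to 8 other libraries of the table and were not used here. The listed genes include 0 mitochondrially encoded genes, so shares of counts refer to nuclear protein-coding genes.

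Total expected counts ranged from 14825666 to 19320633 per library. The floor for detection was set at 3 counts, which is 0.155 to 0.202 CPM (counts divided by the library total, times 1000000) depending on the library. Floors and intervals cover counting error only, since PCR copies were not told apart. Libraries of a group were compared first. The Pearson correlation of log2 CPM across genes was 0.969 to 0.986 within groups. Chi-square per degree of freedom was 17.7 to 64.8 over genes with at least 20 counts in a pair. No library was therefore a repeat of another library of its group. U6 and pairs across the groups were not compared in this way.

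The main comparison was fitted with edgeR 4.0.16 (R 4.3.3). Expected counts were rounded to whole numbers, genes were kept by filterByExpr with its defaults (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the quasi-likelihood F-test was run without covariates on the 4 Day0 and 3 Day7 libraries. This left 14844 genes and removed 4314. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05; a second count used an absolute log2 fold change over 2 as well. The standard error of a log2 fold change was taken from the F statistic. The criterion of the study was run as a second result: limma 3.58.1, absolute log2 fold change over 2 and p under 0.05. The study's methods state no input unit, transform or adjustment for it, so log2(FPKM + 1) and unadjusted p were choices made here. Its supplement lists fold changes, p and adjusted p of the strongest changes, without a unit or transform. Fold changes on that scale understate the change of low genes. CPM were scaled by TMM, and log2 CPM used a prior count of 2.

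The genes named in the text were fixed by a rule: the 5 hub genes of the study, the genes of the 3 proteins that it stained, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean CPM of at least 10 and no overlap between the groups. Other genes are named where a gene list serves to identify a library, or as said in the text. For named genes, two-sided exact permutation tests ran over all 35 splits of the 7 libraries into 4 and 3; the smallest p that this design allows is 0.0286. Principal components were computed from centred log2 CPM of the tested genes, and U6 was projected afterwards.

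Annotation terms (GO and KEGG, as the authors deposited them) with 10 to 500 tested genes were tested with one-sided Fisher's exact tests on the genes past both thresholds. Raised and lowered genes were tested apart, the background was the tested genes with any annotation of that kind, and adjustment was over the terms of 1 kind and direction. The 18 gene lists were written down beforehand and tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, and each list's mean log2 CPM was compared by the exact permutation test. The design, the named-gene rule, the lists and the alternatives were chosen before the data were examined, apart from 2 alternatives named as later additions.

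Alternatives covered the scaling of the libraries (DESeq2's size factors, library size alone, upper quartile), the test (DESeq2 1.42.0, limma-voom, robust dispersion, glmTreat against a log2 fold change of 1), the filter on low counts, rounding, the threshold, the pseudocount and normalization of FPKM, the settings of the principal components, the term and list tests, and leaving out each library in turn. DESeq2 gave no adjusted p for 2 genes, which were counted as missing. On simulated counts with the gene means, dispersions and library sizes of these 7 libraries, 90.9% of 200 changed genes were called among 14650 genes, and 6.38% of the calls were unchanged genes (6 draws). With no gene changed, 0 of 14642 genes were called. The planted changes were all sizeable, as many up as down, and in few of the genes. The simulation therefore says nothing on small changes or on the scaling of the libraries. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of the 18 lists, the macrophage and injured tubule lists hold 5 genes each that the study had listed among the strongest changes, and the thick ascending limb and distal convoluted tubule lists hold 1 each. GC content and length were taken from the longest GENCODE M21 transcript of each gene.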

Results

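The transcriptome was measured by RNA sequencing in 8 mouse libraries. Of these, 4 belonged to the Day0 group and 3 to the Day7 group, taken 7 days after obstruction of the ureter. The library U6 had contradictory labels and was kept out of all comparisons. The total of expected counts was 16293934 ± 1153063 (SD, n = 4) in the Day0 libraries and 18072088 ± 1156117 (SD, n = 3) in the Day7 libraries. At least 1 count was found for 16586 ± 103 genes (SD, n = 4) at Day0 and for 17301 ± 60.6 genes (SD, n = 3) at Day7. The 10 most abundant genes took 12.8% ± 0.993 of the counts (SD, n = 4) at Day0 and 7.91% ± 0.110 (SD, n = 3) at Day7. The most abundant gene was Kap in each Day0 library, with 5.76% ± 0.784 of the counts (SD, n = 4), and Spp1 in each Day7 library, with 2.65% ± 0.502 (SD, n = 3).

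Principal component analysis asked whether the groups had distinct expression. The first component (PC1) held 80.3% of the variance and the second 7.37%. PC1 scores were -64.1 ± 9.34 (SD, n = 4) at Day0 and 85.5 ± 12.3 (SD, n = 3) at Day7, and the groups did not overlap. The two-sided exact permutation p was 0.0286, the smallest this design allows. The share of PC1 moved most, to 59.7%, when genes were scaled to unit variance, and the groups stayed apart on PC1 in all 10 settings tried.

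**Figure D1:**
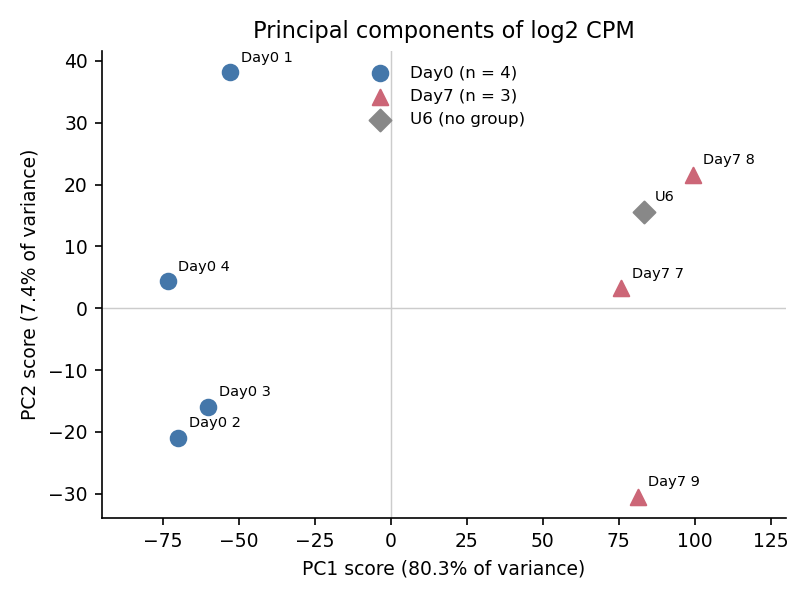
Scores of the 8 libraries on PC1 (horizontal, 80.3% of variance) and PC2 (vertical, 7.37% of variance); circles are the 4 Day0 libraries, triangles the 3 Day7 libraries and the diamond is U6, which was projected afterwards and has no group. All Day0 libraries sit between -73.4 and -52.9 on PC1 and all Day7 libraries between 75.9 and 99.4.

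The comparison of Day7 with Day0 asked which genes respond to obstruction. In edgeR's quasi-likelihood test, 8276 of 14844 genes had a Benjamini-Hochberg adjusted p under 0.05, of which 4336 were up-regulated and 3940 down-regulated. Past an absolute log2 fold change of 2 there were 1780 genes, with 1302 up-regulated and 478 down-regulated. The groups did not overlap in 57.2% of the tested genes, against 5.71% by chance. The split between directions depended on the scaling of the libraries. Scaling by library size alone raised the median log2 fold change by 0.47 and gave 7855 up-regulated and 2001 down-regulated genes, which is 79.7% up-regulated in place of 52.4%. Past a log2 fold change of 2 that scaling gave 87.7% up-regulated in place of 73.1%. Upper quartile scaling shifted the median by 0.14. Directions and sizes given here are therefore relative to the TMM scaling, unless another scaling or a limma fit of FPKM or TPM is named.

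The criterion of the study names limma, an absolute log2 fold change over 2 and p under 0.05, and no unit or transform of its input. Here log2(FPKM + 1) was chosen as the input and p was left unadjusted. This gave 799 DEGs among 18580 genes, with 649 up-regulated and 150 down-regulated. The count depends on that choice, with 1099 DEGs from TPM and 2750 with a pseudocount of 0.01. Of these, 793 also had an adjusted p under 0.05 in limma, and 702 were also past both thresholds in the count model. The count moved most, to 3292, with an absolute log2 fold change over 1. Quantile normalization between the libraries changed the split of directions, with 386 up-regulated and 238 down-regulated DEGs, or 61.9% up-regulated in place of 81.2%. No TMM factors entered these limma fits, so the 81.2% is not on the scale of the 73.1% from the count model. Of the genes past the thresholds of the count model, 1078 were no DEG under this criterion, and 511 had a mean FPKM under 1.

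The 5 hub genes that the study selected were examined next. Bmp1 (gene ID 12153, chromosome 14, 70474258 to 70520714) rose from 10.98 ± 1.78 CPM (SD, n = 4) at Day0 to 72.0 ± 16.3 CPM (SD, n = 3) at Day7. The level of Cd74 (gene ID 16149, chromosome 18, 60803849 to 60812652) was 219.8 ± 52.5 CPM (SD, n = 4) at Day0 and 1690.0 ± 74.1 CPM (SD, n = 3) at Day7. For Fcer1g (gene ID 14127, chromosome 1, 171229572 to 171234349) the values were 9.68 ± 2.78 CPM (SD, n = 4) and 110 ± 38.3 CPM (SD, n = 3). Icam1 (gene ID 15894, chromosome 9, 21015940 to 21028814) was at 29.2 ± 1.77 CPM (SD, n = 4) and 183 ± 17.5 CPM (SD, n = 3). H2-Eb1 (gene ID 14969, chromosome 17, 34305867 to 34316674) was at 60.4 ± 16.8 CPM (SD, n = 4) and 488 ± 163 CPM (SD, n = 3). The log2 fold changes were 2.71 for Bmp1 (SE 0.18), 2.94 for Cd74 (SE 0.20), 3.50 for Fcer1g (SE 0.30), 2.64 for Icam1 (SE 0.12) and 3.02 for H2-Eb1 (SE 0.28). The adjusted p in edgeR was 5.53e-06 for Bmp1, 5.87e-06 for Cd74, 1.75e-05 for Fcer1g, 1.32e-06 for Icam1 and 2.66e-05 for H2-Eb1. All 5 genes passed 0.05 adjusted over all genes tested and also adjusted over the list alone, where the largest value was 1.60e-06 in edgeR for H2-Eb1. The study chose this list on these samples, so the second count is not independent evidence. Each gene was higher in all 3 Day7 libraries than in all 4 Day0 libraries, with an area under the ROC curve of 1 and an exact permutation p of 0.0286. All 5 genes stayed up-regulated in each of the 15 alternative fits. H2-Eb1 belongs to a family of similar genes, and counts shared with its relatives were split by the authors' estimation.

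**Figure D2:**
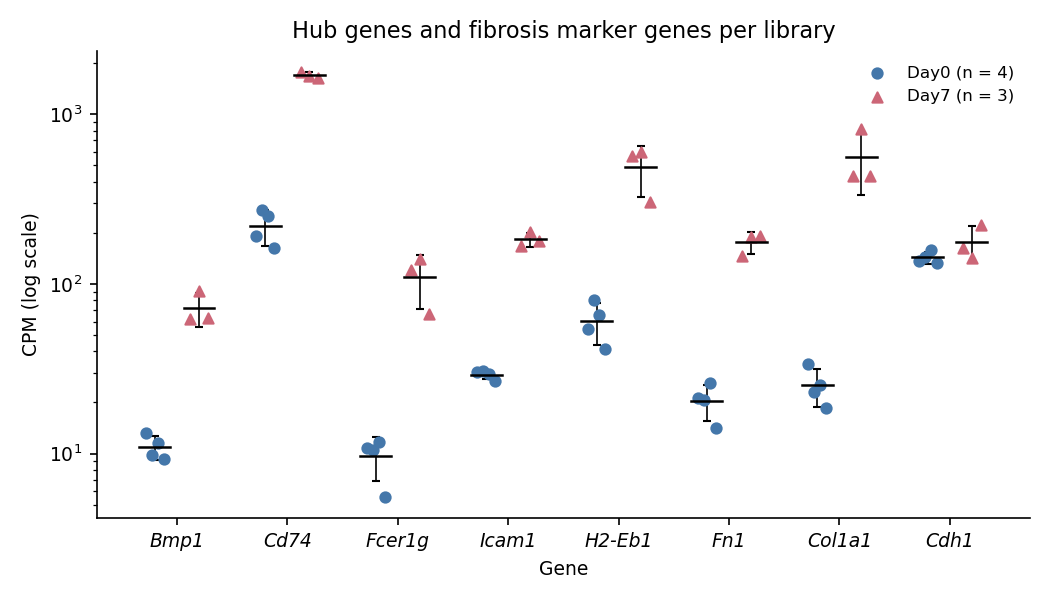
CPM on a log axis for the 5 hub genes and the 3 fibrosis marker genes in each library; circles are the 4 Day0 libraries, triangles the 3 Day7 libraries, horizontal lines the group means and bars 1 SD. The groups are apart for every gene shown except Cdh1, at 143 CPM at Day0 and 176 CPM at Day7.

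Genes of the 3 proteins that the study stained as markers of fibrosis were compared as well. Fn1 (gene ID 14268, chromosome 1, 71585473 to 71662053) encodes fibronectin and rose from 20.5 ± 4.91 CPM (SD, n = 4) to 176 ± 25.96 CPM (SD, n = 3). Its log2 fold change was 3.10 (SE 0.20, adjusted p in edgeR 5.08e-06). Col1a1 (gene ID 12842, chromosome 11, 94936224 to 94953042) encodes a chain of collagen I and rose from 25.2 ± 6.42 CPM (SD, n = 4) to 559 ± 225 CPM (SD, n = 3). Its log2 fold change was 4.47 (SE 0.29, adjusted p in edgeR 5.40e-06). Cdh1 (gene ID 12550, chromosome 8, 106603350 to 106670247) encodes E-cadherin and was at 143 ± 11.7 CPM (SD, n = 4) and 176 ± 42.0 CPM (SD, n = 3). For Cdh1 the log2 fold change of 0.30 (SE 0.16) did not pass the threshold (adjusted p in edgeR 0.144), and the difference was within the spread between libraries (exact permutation p 0.143, area under the ROC curve 0.833). Its change depended on the scaling, with 0.76 under library size alone (adjusted p 0.00182) and 0.43 under upper quartile scaling (adjusted p 0.0340), both in edgeR and up-regulated. Without Day7 replicate 8 it was 0.43 (adjusted p in edgeR 0.0494), and without Day7 replicate 9, the library with the highest level (223 CPM), it was 0.087 (adjusted p in edgeR 0.616). Over the 15 alternative fits the adjusted p ran from 0.00182 to 0.616, and no fit gave a fall. Those fits do not include the limma fit of log2(FPKM + 1). There Cdh1 rose from a mean of 28.4 FPKM at Day0 to 48.2 FPKM at Day7. Its log2 fold change was 0.73 (unadjusted p in limma 0.00180), short of the fold threshold of 2. FPKM were not scaled by TMM, and this value is close to the 0.76 under library size alone. Adjusted over the list alone, 2 of the 3 marker genes passed.

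The genes with the largest changes were selected by the fixed rule. Among the up-regulated genes, the counts of Sprr2f (chromosome 3) were at most 2 in any Day0 library. Its mean of 27.7 ± 15.5 CPM (SD, n = 3) at Day7 was at least 127-fold higher than the floor, scaled by TMM as the CPM were. Havcr1 (chromosome 11) rose from 3.78 ± 1.25 CPM (SD, n = 4) to 890 ± 448 CPM (SD, n = 3), a log2 fold change of 7.87 (SE 0.43). The log2 fold changes of Cxcl2, Krt20 and Timp1 were 7.83, 7.43 and 6.76. Among the down-regulated genes, Pvalb (chromosome 15) had the largest fall, from 23.7 ± 6.73 CPM (SD, n = 4) to 0.154 ± 0.152 CPM (SD, n = 3), a log2 fold change of -7.21 (SE 0.45). The fitted changes of Pvalb and Cxcl2 rest on few counts, at most 7 in a Day7 library for Pvalb and at most 5 in a Day0 library for Cxcl2. Without Day7 replicate 8 the value for Pvalb was -8.29, and without Day0 replicate 3 that for Cxcl2 was 9.09. In both cases the counts left in the lower group were at or under the floor, so these sizes are uncertain. Nccrp1, Egf, Cyp2d12 and Gpx6 had log2 fold changes of -5.18, -5.15, -4.73 and -4.34. Egf was the most abundant of these, at 1083.5 ± 215 CPM (SD, n = 4) and 30.6 ± 12.3 CPM (SD, n = 3). The adjusted p in edgeR of these 10 genes lay between 1.32e-06 (Timp1) and 1.22e-05 (Sprr2f), and all 10 kept direction and call in each of the 14 or 15 fits that tested them. Sprr2f and Cyp2d12 belong to families of similar genes, so their counts can be shared with relatives. Of the 18 named genes, 6 are overlapped by another gene in RefSeq's annotation, among them Timp1, which overlaps Syn1, and the strandedness of the counts was not stated.

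Over-representation of annotation terms asked which functions the changed genes share. Fisher's exact tests gave 357 terms for the up-regulated genes and 143 for the down-regulated genes at an adjusted p under 0.05, out of 4196 terms tested in each direction. Without the fold threshold these numbers were 583 and 260. Of 14 GO terms that the study named, 11 had 10 to 500 tested genes here, and 7 of them passed (6 to 8 in the 3 alternatives). Cytokine activity held 51 of its 125 genes among the up-regulated genes (4.70 times the expected number, adjusted p 1.33e-19). Collagen-containing extracellular matrix held 83 of 270 (3.47 times, adjusted p 1.13e-22), wound healing 26 of 91 (3.28 times, adjusted p 2.45e-06) and leukocyte migration 8 of 21 (4.38 times, adjusted p 0.00454). Among the down-regulated genes were 27 of 169 genes of fatty acid metabolic process (5.01 times, adjusted p 2.12e-09), 28 of 337 of apical plasma membrane (2.57 times, adjusted p 0.000548) and 6 of 27 of anion transport (6.97 times, adjusted p 0.0163). Terms that did not pass in either direction were ERK1 and ERK2 cascade (adjusted p 0.192 for up-regulated genes), glycosaminoglycan binding (0.0738 for up-regulated genes), enzyme inhibitor activity (0.851 for down-regulated genes) and apical part of cell (1.0 in both directions). Genes of narrower terms were not added to broader ones. The narrower terms heparin binding (38 of 129 genes, adjusted p 1.91e-09) and serine-type endopeptidase inhibitor activity (21 of 61, adjusted p 1.65e-06) passed for up-regulated genes. The study ran clusterProfiler on DEGs shared by its datasets, so a term that failed here does not contradict it. The term with the smallest p among KEGG pathways was cytokine-cytokine receptor interaction for up-regulated genes (72 of 183 genes, adjusted p 1.64e-25) and butanoate metabolism for down-regulated genes (13 of 23 genes, adjusted p 2.74e-10).

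Lists of genes typical of kidney and immune cell types were compared between the groups. They are read as sets of genes and give no cell shares. With camera at a preset correlation, 11 of 18 lists had an adjusted p under 0.05. The up-regulated lists had a median log2 fold change of 5.78 (injured tubule, adjusted p 1.16e-05), 3.78 (myofibroblast, 2.17e-05), 3.72 (macrophage, 1.02e-05), 3.32 (proliferation, 2.17e-05) and 1.42 (T cell, 0.0254). The down-regulated lists had medians of -3.69 (proximal tubule S3, 0.000337), -2.16 (proximal tubule S1 and S2, 9.46e-05), -1.65 (thick ascending limb, 0.00314), -1.28 (distal convoluted tubule, 0.0189), -0.94 (intercalated cell, 0.00792) and -0.84 (collecting duct principal cell, 0.0407). All 11 lists also passed 0.05 with fry, which passed 14 lists in all, the others being B cell, neutrophil and smooth muscle. With an estimated correlation camera passed 0 lists, and 1 list had an unadjusted p under 0.05. The lists that did not pass with camera were neutrophil (median 2.25), smooth muscle (1.58), urothelium (1.48), B cell (0.94), endothelial (0.34), podocyte (0.16) and red blood cell (-1.003). By the exact permutation test of each list's mean log2 CPM, 13 lists had a p of 0.0286, of which 7 were higher and 6 lower at Day7; the 11 lists above were among them with neutrophil and B cell. Some calls of camera depended on the scaling, the filter or single libraries. The T cell list did not pass under library size alone (median 1.85, adjusted p 0.151 in limma's camera). With at least 10 counts in every library 8 lists passed, without T cell (median 1.83), distal convoluted tubule (-1.08) and collecting duct principal cell (-0.79). Without Day7 replicate 8 the lists of T cell (median 0.93) and collecting duct principal cell (-0.66) no longer passed, and the latter did not pass without Day0 replicate 3 either (-0.82). Without Day7 replicate 7 the lists of urothelium (median 2.57) and smooth muscle (1.64) passed, and without Day7 replicate 8 the urothelium median was 0.93. The podocyte median was 0.077 without Day0 replicate 1, 0.26 without Day0 replicate 2, 0.084 without Day0 replicate 3, 0.28 without Day7 replicate 7 and -0.020 without Day7 replicate 8. The B cell median was 0.54 without Day0 replicate 3, the endothelial median 0.20 without Day0 replicate 4, and the red blood cell median -0.58 without Day7 replicate 7. In the neutrophil list 1 gene was at the floor in a whole group, and the median with that gene at its bound was 2.25.

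**Figure D3:**
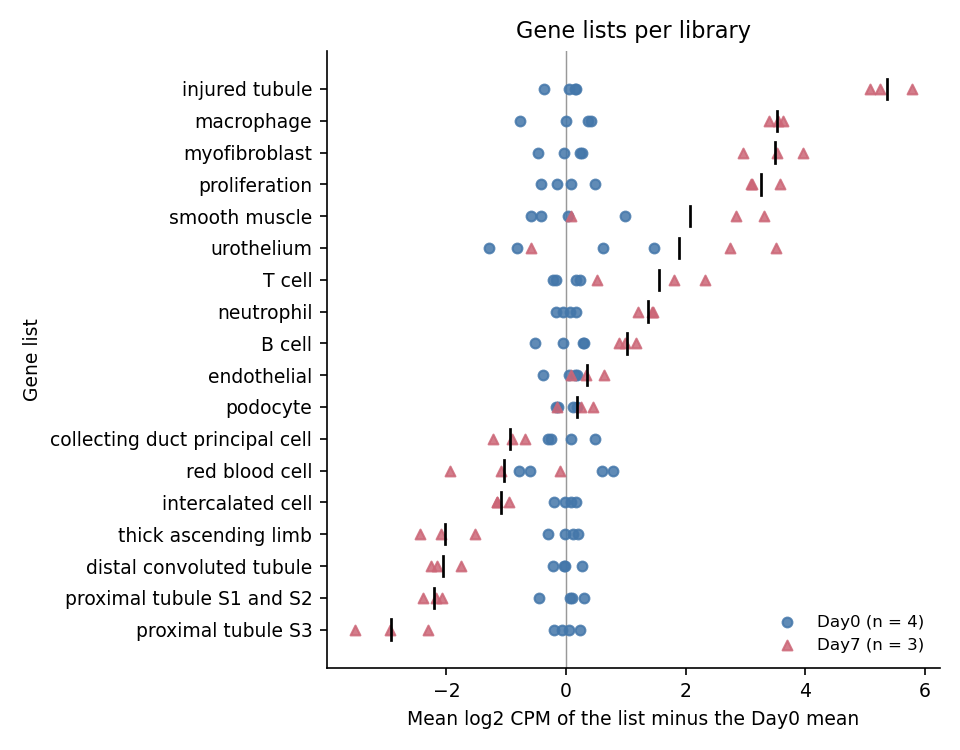
Mean log2 CPM of each of the 18 gene lists minus the mean of the Day0 libraries (horizontal axis); circles are the 4 Day0 libraries, triangles the 3 Day7 libraries and black lines the Day7 mean. The injured tubule list is highest at Day7 (difference 5.36) and the proximal tubule S3 list lowest (difference -2.93), while for smooth muscle and urothelium 1 Day7 library lies within the range of the Day0 libraries and the other 2 lie above it.

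Because the labels name the tissue as ureter and the study names kidney, genes of known origin were read in each of the 8 libraries, on a scale common to all of them. Tubule genes were abundant throughout. Umod, a gene of the thick ascending limb, was at 804 to 5847 CPM, and Slc34a1, a gene of the proximal tubule, at 1028 to 9658 CPM. The Y-linked genes were detected in each library, with Eif2s3y at 76.2 to 94.7 CPM and Kdm5d at 14.5 to 20.2 CPM. The uroplakins, genes of the lining of the renal pelvis and ureter, differed widely between libraries of a group. Upk1b was at 4.61, 1.29, 10.1 and 1.85 CPM in Day0 replicates 1 to 4 and at 1.92, 52.7 and 32.5 CPM in Day7 replicates 7 to 9. Krt5 was at 1.83, 105 and 61.2 CPM in Day7 replicates 7 to 9 and at most 7.82 CPM in the Day0 libraries.

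**Figure D4:**
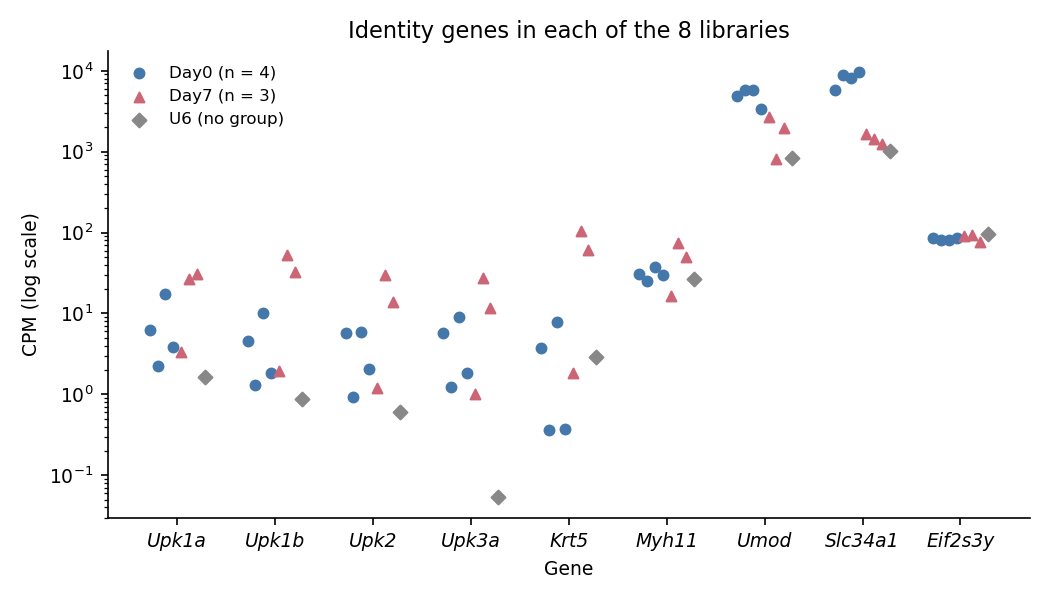
CPM on a log axis of genes of the urothelium (Upk1a, Upk1b, Upk2, Upk3a, Krt5), smooth muscle (Myh11), tubule (Umod, Slc34a1) and Y chromosome (Eif2s3y) in each library; circles are the 4 Day0 libraries, triangles the 3 Day7 libraries in replicate order, and the diamond is U6. Upk1b runs from 0.871 to 52.7 CPM over the 8 libraries, while Eif2s3y runs from 76.2 to 94.7 CPM.

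The authors' deposited table of their own comparison was read beside these results. The authors' deposited table gives 9213 of 18575 genes a q under 0.05, with 4680 positive and 4533 negative log2 fold changes. Of these, 2067 have an absolute log2 fold change over 2 in the authors' deposited table, with 1470 positive and 597 negative. Of the 8276 genes above, 8036 have the same sign and a q under 0.05 in the authors' deposited table, which includes U6. The log2 fold change of Cdh1 in the authors' deposited table is 0.24 with a q of 0.233.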

Values the study reported

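For the second of its datasets, with 4 sham and 4 obstructed samples, the study reported 622 DEGs, of which 362 were raised and 260 were lowered. It gave areas under the ROC curve between 0.761 and 1.000 for its hub genes over 3 datasets.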

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

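The test of the authors' mean column was written down after both that column and the position of U6 had been seen.

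The library U6 was outside every comparison. Its score of 83.5 on PC1 lay above those of the Day0 libraries, which ran from -73.4 to -52.9, and within those of the Day7 libraries, which ran from 75.9 to 99.4. On a scale common to the 8 libraries, Havcr1 was at 893 CPM in U6, 2.45 to 5.37 CPM in the Day0 libraries and 502 to 1407 CPM in the Day7 libraries. Cd74 was at 1482 CPM in U6, 166 to 281 CPM in the Day0 libraries and 1665 to 1813 CPM in the Day7 libraries. Egf was at 28.4 CPM in U6, 905 to 1312 CPM in the Day0 libraries and 19.5 to 44.5 CPM in the Day7 libraries. Some other named genes lay between the groups. Fn1 was at 51.2 CPM in U6, 14.4 to 26.6 CPM at Day0 and 149 to 197 CPM at Day7. Col1a1 was at 209 CPM in U6, 19.1 to 34.7 CPM at Day0 and 439 to 838 CPM at Day7. Bmp1 was at 48.9 CPM in U6, 9.49 to 13.5 CPM at Day0 and 63.7 to 93.0 CPM at Day7. Icam1, H2-Eb1 and Timp1 lay within the Day7 range in U6. The stated day of U6 is 0 and its title prefix is that of the Day7 libraries, so a mislabelled sample, with an error in 1 of its labels, is a possible explanation. If the authors counted it with the obstructed set, their own mean for that set would include it. Over 14338 genes above 1 TPM in a Day7 library, the mean in the authors' deposited table equalled the mean of U6 and the 3 Day7 libraries for 100% of genes, and the mean of the 3 Day7 libraries alone for 1.77%. The largest difference of the authors' mean was 0.0 TPM from the mean with U6 and 2343 TPM from the mean without it. This bears on how the authors grouped U6 and not on how the animal was treated, and U6 was still left out. The labels give U6 no consistent group, so no biological explanation was tested.

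In 4 Day0 libraries, 42 reported values were searched for a library far from the others. There were 2 such values, and about 2.10 are expected by chance. Fcer1g was low in Day0 replicate 4, at 2.51 log2 CPM against 3.42 to 3.57 in the other 3 libraries, a gap of 0.858 of the whole range. The mean log2 CPM of the macrophage list was also lowest there, at 2.14 against 2.92 to 3.33. The myofibroblast and endothelial lists were lowest there too, and the T cell, B cell and neutrophil lists were not. The low Fcer1g may therefore not stand alone. The mean log2 CPM of the Y-linked genes was low in Day0 replicate 2, at 5.05 against 5.21 in each of the other 3, a gap of 0.979 of the range, although the difference itself was small. Day0 replicate 4 had 16155923 counts in total, inside the range of the others, so total counts do not set it apart. Day0 replicate 2 had the most, 17608807 counts against 14825666 to 16585339 in the other 3 libraries, so depth is not excluded for it. The design names no difference between Day0 libraries, so no biological explanation was tested.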

How the results depend on the processing

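The 5 hub genes were up-regulated in each of the 15 alternative fits. The smallest area under their ROC curves was 1 with FPKM or TPM in place of CPM as well. The groups lay far apart for these genes, so a change of unit could hardly move that area. It therefore says little about how stable the result is. Fn1 and Col1a1 passed in each fit, and Cdh1 passed in 3 of 15. Over 265 values of named genes under the alternatives, 262 kept direction and call and 3 became significant, all for Cdh1. Over 214 list medians, 190 kept both, 18 lost the call, 5 gained it and 1 changed sign: the podocyte median was -0.020 without Day7 replicate 8 and 0.28 without Day7 replicate 7, against 0.16 with all libraries.

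Leaving out each library in turn gave 7150 to 8475 genes with an adjusted p under 0.05 (3773 to 4357 up-regulated, 3377 to 4118 down-regulated), and 1641 to 1938 past a log2 fold change of 2. The study's criterion gave 686 to 875 DEGs across these 7 fits, PC1 held 77.8% to 84.1% of the variance, and 9 to 13 lists passed with camera (4 to 7 up-regulated, 5 to 6 down-regulated). No paired analysis was possible because the groups share no replicate number.

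Scaling by library size alone gave 7855 up-regulated and 2001 down-regulated genes, 262 down-regulated past a log2 fold change of 2, and 76 terms for down-regulated genes. By construction it adds one shift to all genes, here 0.47 in the median log2 fold change, so more genes count as raised. Of the 8276 genes, 6337 were also called under it. A test against a log2 fold change of 1 (glmTreat) gave 2830 genes (1800 up-regulated, 1030 down-regulated), since it asks for more than a change. Requiring 10 counts in every library gave 1061 genes past a log2 fold change of 2 (706 up-regulated), with fewer genes tested (13197). DESeq2, limma-voom, robust dispersion, unrounded counts and an adjusted p under 0.01 left each count within 1.5 times, as did leaving out the 10 most abundant genes of each library, which was chosen after seeing the data.

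For the study's criterion, a pseudocount of 0.1 gave 1856 DEGs (1630 up-regulated, 226 down-regulated) and one of 0.01 gave 2750 (2427 and 323), since a smaller pseudocount widens the fold changes of low genes. A log2 fold change over 1 gave 3292 (2586 and 706), being a looser threshold. Quantile normalization gave 386 up-regulated and 238 down-regulated DEGs; the cause was not tested further. TPM in place of FPKM, an alternative added after seeing the data, gave 1099 DEGs, within 1.5 times.

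PC1 held 87.2% of the variance with the 500 most variable genes, 85.6% with log2(FPKM + 1) and 59.7% with genes scaled to unit variance; the cause was not tested, and the groups stayed apart. The list counts rested on the test: fry passed 8 up-regulated lists in place of 5, and camera with an estimated correlation passed 0 lists in total, 0 up-regulated and 0 down-regulated. Without the fold threshold, 583 terms passed for up-regulated and 260 for down-regulated genes, from larger gene sets. Depth limits genes near the floor: the fold of Sprr2f is a lower bound, since its Day0 counts were at most 2, and the sizes for Pvalb (at most 7 counts at Day7) and Cxcl2 (at most 5 at Day0) are uncertain.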

Other observations

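The tests on urothelial genes, on B cell genes, on Csf1r and on the scaling of the libraries were chosen after the values behind them had been seen, as were the counts over splits for genes past a log2 fold change of 2 and for camera. The count over splits for fry was added because of the outcome for camera, and the limit of 60% used below was set after the shares were seen.

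How often other splits of the 7 libraries gave as large a result was counted over all 35 splits into 4 and 3. For 8276 genes with an adjusted p under 0.05, for 1780 genes past a log2 fold change of 2, for 799 DEGs and for 500 enriched terms, 1 of the 35 splits gave as many, which was the real one. The next largest counts were 2167 genes, 657 genes, 352 DEGs and 193 terms, each in the split that set Day0 replicates 2, 3 and 4 against the rest. For DEGs, 14 other splits gave at least 1. Gene lists behaved differently. The 11 lists passed by camera at a preset correlation were matched by 10 of the 35 splits, and up to 14 lists passed in another split. The count of lists from camera therefore does not set these groups apart from other groupings. Some of those splits keep part of the real contrast, such as Day0 replicates 1, 2 and 3 against the rest (12 lists). The split with 14 lists set Day0 replicate 2 and Day7 replicates 8 and 9 against the rest. The camera count thus cannot tell whether the lists passed by chance. The 14 lists passed by fry were matched by 1 of the 35 splits, the real one, and the next largest was 1 list. Splits that mix groups lying far apart widen the spread within each side. Lower counts of genes, DEGs, terms and fry lists there were therefore likely from the start and say little.

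The number of up-regulated DEGs under the study's criterion here was 649. That is higher than the value quoted from the study above. The number of down-regulated DEGs here was 150. That is lower than the value quoted from the study above. With quantile normalization the numbers were 386 and 238, or 624 in total, and of the settings tried these came nearest to the quoted values. A candidate explanation is a normalization between libraries that the study's methods do not state. U6, which the authors counted with the obstructed set, is another and was not tested. In the study's supplement the rises of Sprr2f, Havcr1, Cxcl2, Krt20 and Timp1 are smaller than in the limma fit here. The falls of Pvalb, Nccrp1, Egf and Cyp2d12 are larger there, and Gpx6 is not listed. A shift between the libraries would do this, but a part of U6 in it is not excluded.

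Past a log2 fold change of 2, 73.1% of changed genes were up-regulated. Several technical explanations were tested, each of which would bring the share near 50%, read here as under 60%. In each of 3 equal classes of GC content the share was at least 70.9% and in each of 3 equal classes of transcript length at least 68.1% (a transcript was matched for 99.2% of the changed genes), which argues against each of these as the whole cause. The tests on scaling and on the most abundant genes decide nothing. Over the 4 scalings in edgeR the share ran from 71.7% to 87.7%, but library size alone and upper quartile moved fold changes up and DESeq2's size factors moved the median by -0.03, so no scaling tried could bring it near 50%. Without the 10 most abundant genes of each library it was 73.2%, but TMM already limits the weight of such genes, so leaving them out could move little. Both explanations stay open. Low counts are another matter. Among the 10290 genes with a mean CPM of at least 10, the share was 54.2% of 745 genes (95% Wilson interval 50.6% to 57.8%), and among the 4554 genes below it was 86.8% of 1035 genes. With at least 10 counts required in every library the share was 66.5% of 1061 genes. That filter drops genes near 0 in either group, so the change itself decides which genes stay, and the value does not bear on low counts. The excess may come from genes that are silent in control kidneys and switched on in obstructed ones, or from the way fold changes behave at low counts. These were not separated.

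Urothelial genes differed between libraries of the same group. The geometric mean of the 6 genes ran from 1.73 to 29.4 CPM over the Day7 libraries. Their deviations from the group means followed those of 4 smooth muscle genes over the 7 libraries (Pearson r 0.966, permutation p 0.0139; Spearman rho 0.964, permutation p 0.0208; adjusted p 0.0417 over 3 relations). Without the 2 libraries farthest from the median r was 0.955. Total counts did not follow (r -0.220, permutation p 0.667, adjusted 0.750; rho -0.179, p 0.708; r -0.039 without the 2 farthest), and totals of the Day7 libraries differed by at most 1.13 times while the urothelial mean differed 17.0 times, which argues against depth. The injured tubule genes gave r 0.222 (permutation p 0.750, adjusted 0.750; rho 0.179, p 0.813; r 0.389 without the 2 farthest), so a tie to the tubule response cannot be told apart from none with 7 libraries. The joint rise of 2 cell types of the pelvic and ureteral wall may reflect different amounts of that tissue in the samples. All 6 urothelial genes and 3 of the smooth muscle genes were also above 1 CPM in the Day0 group, and vessels also hold smooth muscle. Growth of the urothelium after obstruction stays open and was not tested.

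Cd74 and H2-Eb1 are also expressed in B cells. If more B cells were the source of their rise (log2 fold changes 2.94 and 3.02), B cell genes would rise about as much. The median log2 fold change of the 3 B cell genes tested was 0.94, with Cd79a at 1.11 ± 0.200 (SD, n = 4) and 1.69 ± 0.374 CPM (SD, n = 3) and Cd79b at 0.902 ± 0.305 (SD, n = 4) and 2.77 ± 0.118 CPM (SD, n = 3). This argues against B cells as the main source. Other cell types that carry these genes, macrophages among them, stay open.

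Csf1r was singled out after its values were seen. It was at 90.4 ± 10.6 CPM (SD, n = 4) at Day0 and 106 ± 12.97 CPM (SD, n = 3) at Day7, a log2 fold change of 0.23 (SE 0.13, adjusted p in edgeR 0.171). The other 11 genes of the macrophage list rose by 3.24 to 4.30. At Day0 Csf1r was also far above Adgre1 (1.61 CPM) and Cd68 (4.04 CPM). Reads of an overlapping gene counted for Csf1r could hide a rise: RefSeq's table for GRCm38.p6 lists 2 genes inside Csf1r (chromosome 18, 61105572 to 61131139), the lncRNA Gm52352 and the microRNA Mir6983. Reads of a pseudogene counted for Csf1r could do the same, and 1 pseudogene, Csf1r-ps, is annotated on chromosome 19. The deposited table does not list these 3 genes, so these explanations cannot be told apart from a stable level of Csf1r itself.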
